# Protecting RNA quality for spatial transcriptomics while improving immunofluorescent staining quality

**DOI:** 10.3389/fnins.2023.1198154

**Published:** 2023-05-18

**Authors:** Nina Hahn, Martin Bens, Marin Kempfer, Christin Reißig, Lars Schmidl, Christian Geis

**Keywords:** spatial transcriptomics, Visium spatial, mouse brain transcriptome, RNA quality, RNA protection, immunofluorescent staining, methanol fixation

## Abstract

In comparison to bulk sequencing or single cell sequencing, spatial transcriptomics preserves the spatial information in tissue slices and can even be mapped to immunofluorescent stainings, allowing translation of gene expression information into their spatial context. This enables to unravel complex interactions of neighboring cells or to link cell morphology to transcriptome data. The 10× Genomics Visium platform offers to combine spatial transcriptomics with immunofluorescent staining of cryo-sectioned tissue slices. We applied this technique to fresh frozen mouse brain slices and developed a protocol that still protects RNA quality while improving buffers for immunofluorescent staining. We investigated the impact of various parameters, including fixation time and buffer composition, on RNA quality and antibody binding. Here, we propose an improved version of the manufacturer protocol, which does not alter RNA quality and facilitates the use of multiple additional antibodies that were not compatible with the manufacturer protocol before. Finally, we discuss the influence of various staining parameters, which contribute to the development of application specific staining protocols.

## 1. Introduction

The understanding of mechanisms underlying neurodegenerative diseases has been fueled by the development of new methods unraveling pathological alteration in the transcriptome. Starting from bulk ribonucleic acid (RNA) sequencing, which identifies the average expression across cell populations, RNA sequencing developed to single cell resolution. This enables the discrimination between individual cell types within a population and even between cell states. However, single cell RNA sequencing loses any information about spatial relationships or cell morphology, which are often necessary for in-depth investigation of complex interactions between cells.

Spatial information on gene expression can be precisely obtained by fluorescent *in situ* hybridization (FISH) based techniques (Itzkovitz and van Oudenaarden, 2011; Shakoori, 2017). There, tissue slices or whole mount preparations are incubated with fluorescently labeled probes to detect transcripts of interest. This approach offers a high sensitivity with the ability to resolve single transcripts (Femino et al., 1998; Itzkovitz and van Oudenaarden, 2011). However, FISH has a substantial drawback. The selection of probes limits insights to a pre-defined set of marker genes and thereby does not represent the whole transcriptome. Recently developed spatial transcriptomic platforms with spatial barcode technologies can preserve tissue architecture information while enabling whole transcriptome sequencing. So far, various platforms have been developed, each with certain limitations. Stereo-Seq provides excellent spatial resolution (spot size 220 nm) and is applicable to large tissue samples (capture area 200 mm^2^) such as an entire macaque brain (Chen et al., 2022). Nevertheless, drawbacks of such high-resolution include a high effort for sequencing, proper restriction of messenger RNA diffusion and decreased sensitivity. In contrast, the 10× Genomics Visium platform allows the investigation of 10 μm thick tissue sections with a size of 6.5 × 6.5 mm (Ståhl et al., 2016). Tissue sections are placed on a microscope slide that is equipped with 5,000 barcoded spots (diameter 55 μm) which capture polyadenylated transcripts after tissue permeabilization. This approach leads to a lower spatial resolution of 1–10 cells per spot but offers the great opportunity to perform immunostaining and transcriptome analysis within the same tissue section. Thus, not only information about tissue architecture is preserved but also cell morphology. To improve the spatial resolution of 1–10 cells per spot, the Visium platform can be combined with single nuclei sequencing using an adjacent tissue slice. High-resolution single nuclei data can then be mapped back to the spatial transcriptome data using deconvolution algorithms (Elosua-Bayes et al., 2021; Cable et al., 2022; Kleshchevnikov et al., 2022; Lopez et al., 2022) to infer the cell composition of each spot.

Here, we tested various parameters including tissue fixation, staining buffer composition and RNA protecting agents that influence RNA quality and antibody binding, thus providing a toolbox to optimize immunofluorescent staining protocols for spatial transcriptomics. We applied our optimized protocol to fresh frozen mouse brain slices and used the 10× Genomics Visium platform to analyze the transcriptome.

## 2. Materials and methods

### 2.1. Animals and tissue dissection

All animal experiments have been approved by the Thuringian state authorities (authorization twz08-2020 and UKJ-18-026). We used male C57BL/6 J mice of our own breeding facility (service center for small rodents, Jena, University Hospital) at the age of 10–16 weeks. Animals were housed under controlled day/night (12 h/12 h) conditions at room temperature (23 ± 1°C, 30%–60% environmental humidity) and received a standard diet and water *ad libitum*.

For tissue collection, mice were deeply anesthetized with isoflurane, transcardially perfused with 25 mL of phosphate buffered saline (PBS) for 5 min. The brain was dissected and snap frozen for 1 min in isopentane placed in a nitrogen bath prior to OCT embedding and storage at −80°C. Tissue was sliced to 10 μm this sections using a cryostat (Leica CM3050 S, Nussloch, Germany) and stored up to 4 weeks in a sealed container with a moisture absorbing pad at −80°C. To measure RNA integrity, 10 brain tissue sections were collected in a tube for RNA extraction with QIAzol lysis reagent (Qiagen, #79306) according to the user manual. The RNA integrity was measured with an Agilent 2100 Bioanalyzer (Santa Clara, United States) and the calculated RIN value was 9.4.

### 2.2. Immunostaining and imaging

Microscope slides were removed from −80°C, placed on carbon dioxide snow and processed quickly to protect RNA quality. Slides were dried at 37°C for 1 minute using a thermocycler (TOne 96 G, Biometra, Jena, Germany) equipped with the 10× Genomics thermocycler adaptor and subsequently placed into ice-cold methanol or other organic solvent (compare Table 1). Fixation duration ranged from dipping up to 30 min at −20°C, as indicated. In addition, fixation with ethanol and acetone was tested (compare Table 1). After fixation, OCT was removed with the aid of forceps and the microscope slide was placed into the slide cassette. The reference stainings are performed according to the protocol demonstrated by 10× Genomics for methanol fixation and immunofluorescent staining, Rev. B (#CG000312). In our modified protocol, slices were washed twice prior to 20 min blocking and 30 min primary antibody incubation at room temperature. Then, slices were washed three times with wash buffer, 15 min incubated with the secondary antibodies and DAPI, washed four times and finally 20 times rinsed in 3× saline-sodium citrate (SSC) buffer. We tested various blocking, wash and antibody binding buffers that are summarized in Table 2. The mounting medium consisted of 170 μL sterile glycerol, 20 μL RNAse inhibitor (RNAsin, New England Biolabs, #M0314L) and 10 μL water.

**Table 1:** Evaluation of tissue fixation with organic solvents.

Fixative	Fixation time	Staining quality
Methanol	Dipping	−
Methanol	5 min	++
Methanol	10 min	+
Methanol	20 min	No staining
Methanol	30 min	No staining
Ethanol	5 min	−
Ethanol	30 min	No staining
Acetone	5 min	No staining
Acetone	10 min	No staining
Acetone:Methanol 1:1	5 min	No staining

The staining quality was exemplary assessed on the basis of TMEM119 and DAPI staining. –, very poor staining; +, good staining; ++, very good staining.

**Table 2:** Summary of tested washing, blocking and antibody binding buffers.

Solution	pH value
1× PBS	pH 7.4
1× PBS	pH 7 Adjusted from pH 7.4
3× SSC	pH 7
3× SSC	pH 7.4 Adjusted from pH 7
BSA Merck 10%	pH 6.5
BSA MACS 10%	pH 7.2

Slides were imaged with a LSM900 (Carl Zeiss Microscopy GmbH, Oberkochen, Germany) equipped with an EC “Plan-Neofluar” 10×/0.30 M27 objective (Carl Zeiss Microscopy GmbH, Oberkochen, Germany) and Zen Blue Software (Version 3.1, Carl Zeiss Microscopy GmbH, Oberkochen, Germany). Tissue optimization slides were imaged as one tile region to ensure comparison. The overlap between tiles was set to 10% and stitching was performed with standard settings without shading correction and saved as tiff files. Fluorescently labeled cDNA on tissue optimization slides was imaged with the texas red filter (Zeiss #45; 40 ms exposure) while immunostainings on gene expression slides were imaged with a DAPI (Zeiss #49; 5 ms exposure), texas red (Zeiss #45; 150 ms exposure), green fluorescent protein (Zeiss #38; 80 ms exposure) and a Cy5 filter (Zeiss #50; 300 ms exposure).

### 2.3. Antibodies

Used antibodies are listed in Table 3.

**Table 3:** Result summary of tested antibodies in our optimized protocol.

Target	Cell type marker	Host	Supplier	Product ID	RRID	Dilution; concentration	Usability
Bassoon	Presynapse	gp	Synaptic systems	141 004	AB_2290619	1:500 from antiserum	Yes
Gephyrin	Inhibitory postsynapse	ms	Synaptic systems	147 011	AB_887717	1:100; 10 μg/mL	No
GFAP	Astrocyte	ms	Biotium	BNUM0789-50	Clone ASTRO/789	1:100; 10 μg/mL:	Yes
Homer1	Excitatory postsynapse	ch	Synaptic systems	160 006	AB_2631222	1:400; 2.5 μg/mL	Yes
HopE	Neural stem cells	ms	Santa Cruz	sc-398703	AB_2687966	1:50; 4 μg/mL	No
Mannose (CD206)	Border associated macrophages	rb	Abcam	ab64693	AB_1523910	1:250; 4 μg/mL	Yes
Map2	Neurons	ch	Synaptic systems	188 006	AB_2619881	1:500; 2 μg/mL	Yes
PSD95	Excitatory postsynapse	ms	StressMarq	SMC-122D	AB_2300386	1:500; 2 μg/mL	No
PU.1	Mikroglia	rb	Cell Signaling Technology	2258S	AB_2186909	1:25; 6 μg/mL	Yes
Sox2	Neural stem cells	rb	Abcam	ab97959	AB_2341193	1:100; 10 μg/mL	No
Sox2	Neural stemm cells	ms	Abcam	ab79351	AB_10710406	1.100; 10 μg/mL	No
TMEM119	Mikroglia	gp	Synaptic systems	400 004	AB_2744645	1:100 from antiserum	Yes
VGAT	Inhibitory presynapse	gp	Synaptic systems	131 004	AB_887873	1:500 from antiserum	Yes
VGlut1	Excitatory presynapse	gp	Synaptic systems	135 304	AB_887878	1:750 from antiserum	Yes
VGlut1	Excitatory presynapse	rb	Synaptic systems	135 303	AB_887875	1:500; 2 μg/mL	Yes

Lyophilized antibodies were reconstituted according to the data sheet. ch, chicken; gp, guinea pig; ms, mouse; rb rabbit.

### 2.4. Tissue permeabilization and fluorescently labeled cDNA synthesis

Tissue permeabilization was conducted according to the user manual of the tissue optimization kit (#000193, 10× Genomics, Pleasanton, CA, United States). First, several permeabilization times were tested ranging from 30 min to 6 min, selecting 8 min as the most appropriate permeabilization time for following experiments (Supplementary Figure S1). In order to test the RNA preserving capability of various staining and washing buffers, slides from the tissue optimization kit were used and fluorescently labeled complementary deoxyribonucleic acid (cDNA) was synthesized according to the user manual. The fluorescence intensity indicates the quality of RNA used for cDNA synthesis and was assessed qualitatively. Comparisons between tissues were performed between with adjacent tissue slices on the identical microscope slide.

### 2.5. Visium spatial transcriptomics library preparation and sequencing

cDNA synthesis, second strand synthesis and cDNA amplification were performed according to the Visium spatial gene expression user guide CG000239, Rev. D (#1000187, 10× Genomics, Pleasanton, CA, United States). The cycle number for cDNA amplification was determined by qPCR using a Corbett Rotor-Gene 6000 thermocycler. Finally, cDNA was cleaned up by SPRIselect (#B23317, BeckmannCoulter, Krefeld, Germany) and checked for quality and quantity using an Agilent 2100 Bioanalyzer instrument and a high sensitivity DNA kit. The library was constructed using 10 μL of total cDNA following the user manual. Quantification and quality check of libraries was performed using the Agilent 2100 Bioanalyzer instrument and DNA 7500 kit. Libraries from each slide were pooled and each pool sequenced on NovaSeq 6000 using 100 cycle SP Reagent Kit v1.5 (Read1 = 28, Read2 = 90, Index1 and Index2 = 10). Base calling was performed using bcl2fastq (v2.20.0.422).

### 2.6. Visium data procession and quality control

Manual fiducial alignment and tissue outlining was performed using Loupe Browser (v6.1.0). Samples were processed with spaceranger (1.3.1) based on mouse reference genome mm10 (reference package refdata-gex-mm10-2020-A). Spaceranger data was further analyzed with R (version 4.2.2) and R Studio (version 2022.02.2) using the Seurat package (Hao et al., 2021). For visualization, dplyr, ggplot2, patchwork, hdf5r and viridis packages were used (Wickham, 2016; Garnier et al., 2021; Hoefling and Annau, 2022; Pedersen, 2022; Wickham et al., 2022). As reference, two mouse brain datasets from 10× Genomics were integrated. Similar to our samples, both are from adult mice, coronal 10 μM thick coronal cryosection. The dataset “10×_HE” was retrieved from https://www.10xgenomics.com/resources/datasets/mouse-brain-section-coronal-1-standard and collected from hematoxylin and eosin stained tissue. The dataset “10x_IF” was retrieved from https://www.10xgenomics.com/resources/datasets/adult-mouse-brain-section-2-coronal-stains-dapi-anti-gfap-anti-neu-n-1-standard-1-1-0 and collected from DAPI, anti-GFAP and anti-NeuN stained tissue. Statistical analysis using a pairwise permutation test was performed with the aid of the coin and rcompanion packages (Hothorn et al., 2006, 2008; Mangiafico, 2023).

## 3. Results and discussion

### 3.1. Tissue fixation with organic solvents

Along with tissue collection, tissue fixation is one of the main critical steps for immunostainings and transcriptome analysis since it helps to preserve both, protein and RNA quality. The protocol demonstrated by 10× Genomics suggests 30 min fixation with ice-cold methanol, however, this does not lead to successful staining with all our tested antibodies. We found that reducing the fixation time to 5 min leads to optimal staining results on 10 μm thick mouse brain cryosections (Table 1) while preserving RNA quality properly. In addition, reducing the fixation time has the benefit of reducing the risk of RNA leakage (Esser et al., 1995). Besides methanol, we tested ethanol and acetone as organic solvents. However, methanol fixation outperformed both. We could further improve the immunostaining by introducing two additional washing steps after methanol fixation to rehydrate the sample, which markedly recovers specific antibody binding.

Most antibodies validated for immunostainings were tested on native or paraformaldehyde (PFA) fixed tissue and hence do not recognize epitopes after fixation with organic solvents. For spatial transcriptomics, PFA fixation is less suited, since PFA leads to RNA degradation as well as RNA modification (Ben-Ezra et al., 1991; Evers et al., 2011). Organic solvents such as methanol dehydrate the sample leading to precipitation of proteins and affecting RNA quality to a lesser extent compared to PFA (Ben-Ezra et al., 1991; Su et al., 2004). Due to precipitation, epitopes change their conformation and are often not recognized by antibodies that have been validated on PFA fixed tissue. However, we found that antibodies validated for flow cytometry applications are often better suited for the Visium platform in combination with immunofluorescence staining. Cells for flow cytometric assays are typically fixed with ice-cold ethanol, which may explain this phenomenon.

### 3.2. Blocking and antibody binding buffer composition

The blocking buffer introduced by the manufacturer protocol is composed of 3× SSC buffer, 2% bovine serum albumin (BSA), 0.1% Triton X-100, 1 U/μL RNase inhibitor, 20 mM Ribonucleoside Vanadyl complex (RVC) and 14 μg/mL TruStain FcX (#101319, BioLegend, San Diego, United States). For the primary antibody binding solution, 270 U RNase inhibitor are added to the blocking buffer. With all tested antibodies this protocol leads to no or very weak staining, high background and blurred unspecific fluorescent signals (Figures 1A,B; middle right). Hence, we started to decipher the respective characteristics of each component to control for its advantages as well as disadvantages during blocking and antibody binding.

**Figure 1:**
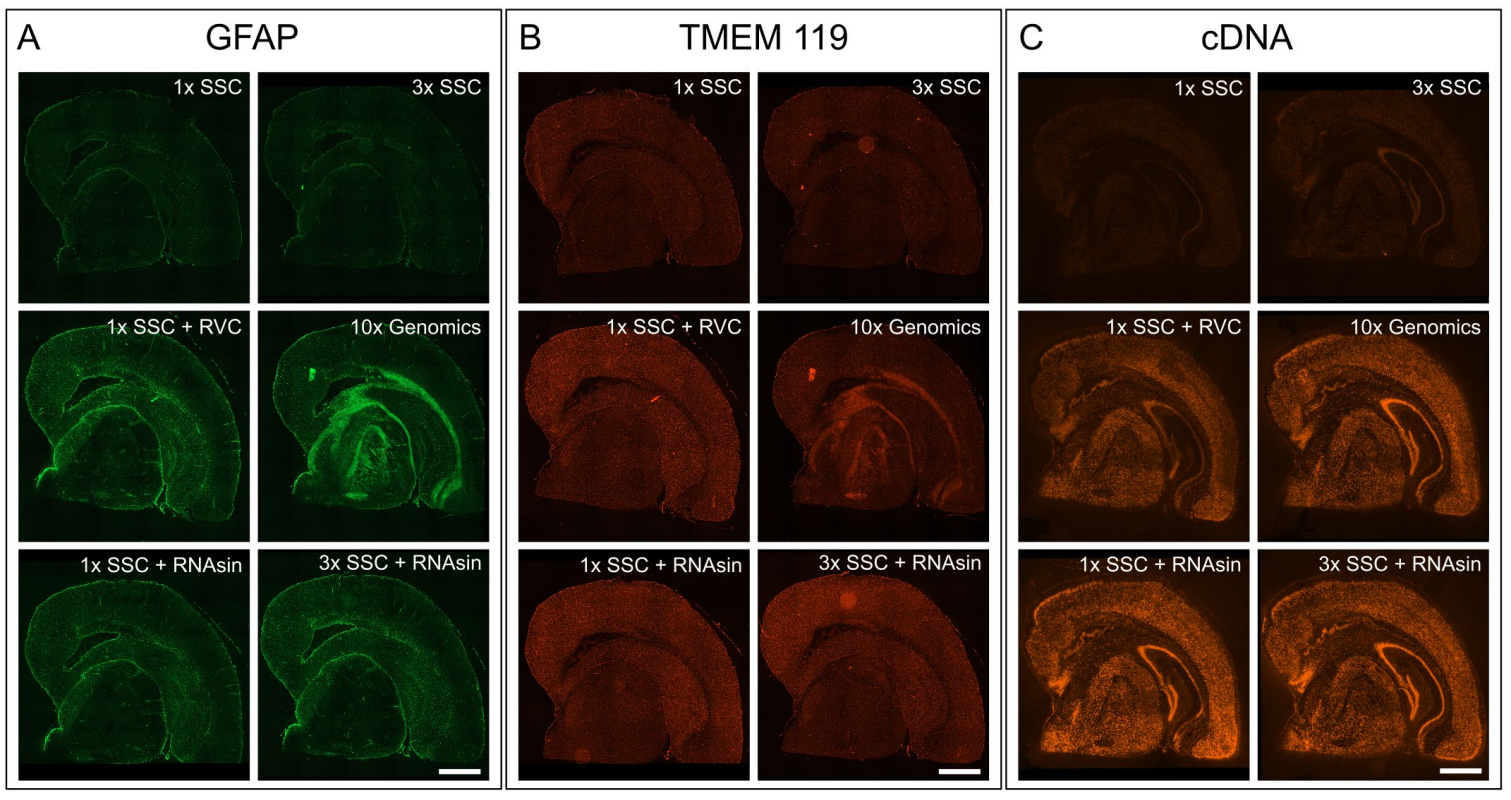
Impact of RVC, SSC buffer and RNAse inhibitor (RNAsin) on GFAP astrocyte marker staining **(A)**, TMEM119 microglia marker staining **(B)** and RNA quality protection based on fluorescently labeled cDNA **(C)**. The demonstrated 10× Genomics protocol was used as a reference (middle right). Scale bar 1 mm.

First, we focused on components that are not involved in RNA protection but can interfere with immunostaining. Triton X-100 permeabilizes the cell membrane but is also known to interfere with immunostaining of membrane-bound proteins (Oliver and Jamur, 1984; Hobro and Smith, 2017). Additional permeabilization with Triton X-100 was not necessary for staining for intracellular antigens, as methanol already permeabilises membranes (Oliver and Jamur, 1984; Hobro and Smith, 2017), so we left it out. In addition, we excluded TruStain FcX which blocks unwanted Fc receptor binding. Furthermore, we increased the BSA concentration from 2% to 10% and thereby noticeably improved the stainings and reduced background.

### 3.3. RVC interferes with immunostaining and is inactivated by SSC buffer

It is crucial to protect the RNA for downstream transcriptome analysis during the course of immunostaining and imaging which last approximately 4 h in total and is performed at room temperature. To avoid RNA degradation by ribonucleases, 10× Genomics recommends adding 20 mM RVC in blocking, wash and antibody binding buffer. RVC is an efficient and inexpensive inhibitor of RNAse (Shieh et al., 2018). However, we found that RVC leads to blurred, unspecific fluorescent signals and prevents antibodies from specific binding, when applied according to the manufacturer protocol (Figures 1A,B; middle right). Even reducing the RVC concentration from 20 mM to 10 mM as recommended by the RVC product manual, does not improve immunofluorescent staining. We needed to reduce the concentration of RVC further to 1 mM to exclude interference with antibody binding (Figures 1A,B; middle left). In line with previous results that showed RNA protective behaviour of RVC at 0.2 mM (Shieh et al., 2018), we observe RNA protection using 1 U/mL RNAsin and 1 mM RVC, however markedly less than 20 mM RVC (Figure 1C; middle left).

RVC is very sensitive to oxidation and dissociation. After reconstitution, it should have a brilliant forest green color. When dissociated, it turns black and loses its capability as an inhibitor of RNAses (Shankar and Ramasarma, 1993). Figure 2A shows that addition of RVC to SSC buffer leads to a change of color from forest green to black after 10 min, even if the SSC buffer is diluted to a concentration of 0.5X. In addition, a black precipitate was noticed. According to the user manual, RVC should not be used in the presence of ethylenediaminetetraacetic acid (EDTA), which leads to dissociation of the complex. EDTA and citrate are both chelating agents. Thus, sodium citrate in SSC buffer will lead to dissociation and inactivation of RVC as well. This is in line with previous reports that 2× SSC buffer reduces the effective lifetime of RVC in MERFISH stainings (Moffitt et al., 2016). Altogether, this indicates that RVC is inactivated by SSC buffer and should not provide substantial RNA protection in the buffers used for immunostaining suggested by the manufacturer. Interfering with the immunostaining whilst providing only limited protection of RNA quality, we excluded RVC from our staining buffers. Instead, we included RNAse inhibitor in all of our buffers with a final concentration of 1,000 U/mL. Indeed, replacement of RVC with RNAse inhibitor does not interfere with antibody binding while reliably protecting RNA quality (Figures 1A–C; bottom row). In addition, the used RNAse inhibitor is stable at room temperature providing a robust protection during immunostaining as well as during imaging steps. However, in comparison to RVC, RNAse inhibitor is more expensive and increases the cost for each microliter of wash buffer 80–90 times.

**Figure 2:**
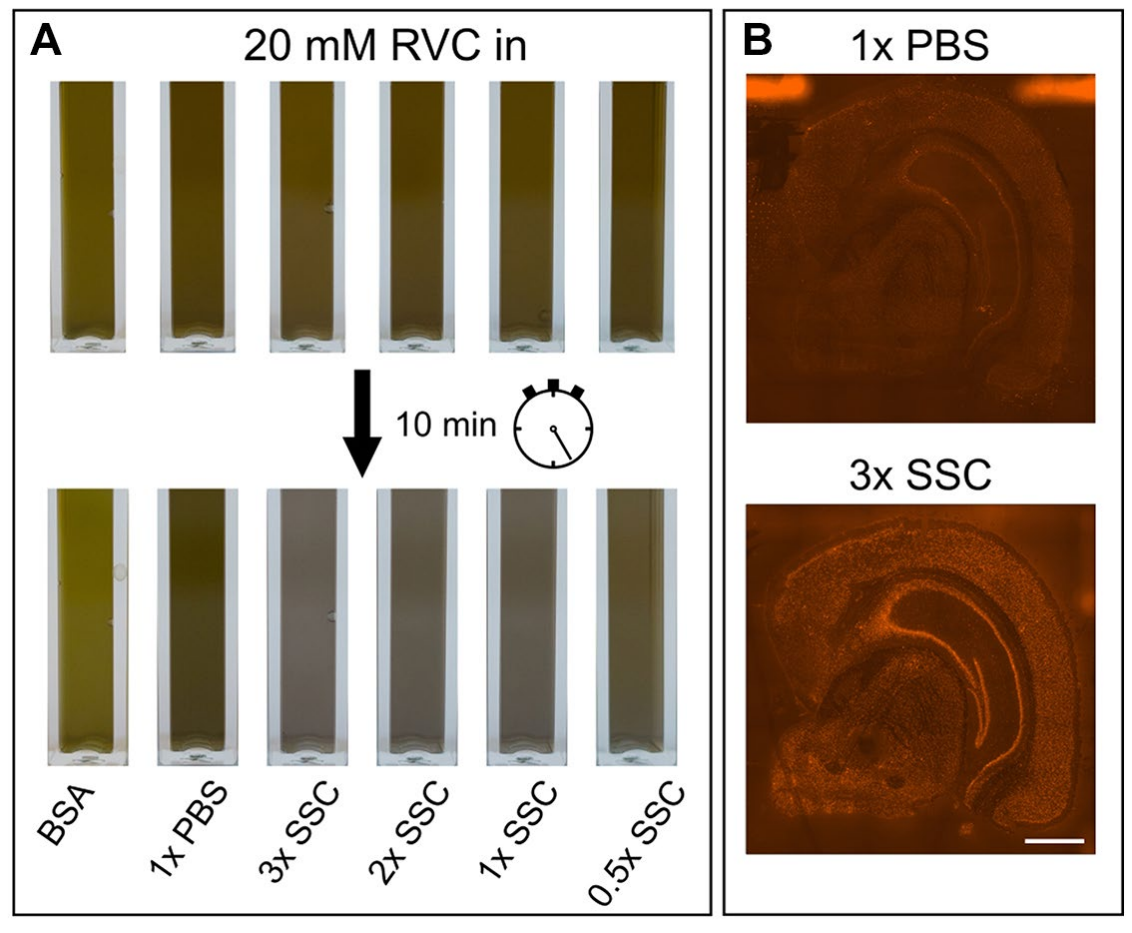
Influence of PBS, SSC and RVC in wash buffer. **(A)** Color change of RVC after 10 min diluted in BSA, PBS and various SSC buffer concentrations. Forest green indicates active RVC, black color inactive RVC. **(B)** Effect of 1× PBS and 3× SSC on RNA quality measured on the basis of fluorescently labeled cDNA. 3× SSC protects RNA better against degradation than 1× PBS. Scale bar 1 mm.

### 3.4. Increasing antibody binding without harming RNA quality

The main component of the wash buffer for immunostaining is 3× SSC. We found that increasing concentration of SSC in the antibody binding buffer decreases antibody binding (Figures 1A,B; upper row). Substituting 3× SSC by 1× PBS, which is the most common buffer for immunostainings, remarkably increased specific antibody binding. However, this dramatically decreased RNA quality (Figure 2B).

Lowering the pH value and increasing the ionic strength are common approaches to adjust binding properties in affinity chromatography or co-immunoprecipitation (Roberts et al., 2015). 3× SSC (pH 7.0 at room temperature) and PBS (pH 7.4 at room temperature) buffer differ in both, pH and ionic strength. Decreasing the pH of PBS to 7 as present in SSC buffer, prevented antibody binding. In contrast, increasing the pH to 7.4 in 3× SSC buffer did not promote antibody binding. Thus, a lower pH value decreases antibody binding but is not the only reason why 3× SSC interferes with proper immunostaining. 3× SSC buffer is typically used in FISH or northern blotting protocols, since its higher salt concentration supports RNA integrity. The salt concentration in 3× SSC buffer is higher than in 1× PBS buffer, hence, we tested as well 1× SSC buffer (Figures 1A–C; left column) to evaluate the effect of ionic strength.

Usually, antibodies for immunostainings are selected with antibody binding buffers based on PBS (pH 7.4) and TBS (pH 7.6). Thus, antibodies for immunostaining might be selected for complement-determining regions (CDRs) that form strong bounds at pH 7.4–7.6 but only weak bounds at pH 7. Depending on the CDR composition, antibodies are susceptive to pH change. Specifically, CDRs composed of aspartic acid are vulnerable to variation in pH (Psimadas et al., 2012). In addition, protein–protein interaction of immunoglobulins is more attractive with an increasing pH (Roberts et al., 2015). This effect might be particularly substantial since epitopes might suffer from slight conformational changes due to methanol fixation challenging antibody to antigen binding anyway.

Due to the effect of pH on antibody binding, we carefully tested the pH of BSA solutions suggested in the demonstrated protocols. BSA from Merck (pH 6.9; #126615-25ML) prevents antibody binding, while BSA MACS (pH 7.4;Miltenyi Biotec, #130-091-376) leads to specific staining with low background. This is in line, with our previous results, showing pH 7 as inappropriate for antibody binding.

We tested whether a lower pH and a higher salt concentration only affects antibody binding itself or even the binding persistence of an already bound antibody. While 3× SSC in the antibody binding buffer prevents antibody binding, 3× SSC in the washing buffer does not affect immunostaining quality. Consequently, we diluted the antibodies in 10% BSA blocking buffer, not using SSC buffer during the binding phase, but keeping it in the wash buffer to protect RNA. Wash buffer composed of 3× SSC (Figure 1C; upper right) shows a stronger protective effect on RNA quality compared to wash buffer with 1× SSC (Figure 1C; upper left).

In summary, our optimized protocol reduces methanol fixation time to 5 min, omits TruStain FcX, Triton X-100 and RVC but adds RNAse inhibitor to all buffers with a concentration of 1,000 U/mL. In addition, we inserted an additional washing step after methanol fixation to rehydrate the tissue samples and replaced 3× SSC containing blocking and antibody binding buffer by 10% BSA. Antibodies targeting various cell types and that are usable with our protocol are shown in Table 3 and Supplementary Figure S4. Further stainings with antibodies that were not compatible are shown in Supplementary Figure S5.

### 3.5. Staining protocol optimization does not affect the quality of spatial transcriptome data

Improving immunostaining must not worsen RNA integrity and consequently spatial transcriptome data quality. We sequenced libraries using the Visium platform from four samples and compared their quality to 10× Genomics mouse brain datasets (10×_HE and 10×_IF) as reference. 

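Each of the 4 libraries came from 1 frozen coronal section of mouse brain, cut at 10 μm and stained with the optimized protocol. A Visium slide carries printed spots of barcoded capture probes under the tissue, and every captured transcript receives a unique molecular identifier (UMI), so that copies made by PCR are not counted again. The authors outlined the tissue by hand, aligned the reads to the mouse reference genome mm10 with spaceranger and deposited the number of UMIs per gene and spot for the spots under tissue, without normalization or a further filter. The sample labels give a sham treatment for section 1 and peritoneal contamination and infection (PCI) for sections 2, 3 and 4, which the paper's text does not mention. Section 1 held 25303389 UMIs in 2509 spots and section 2 held 20363996 UMIs in 2438 spots. Section 3 held 25016355 UMIs in 2432 spots and section 4 held 31433080 UMIs in 2484 spots. Supplementary Table S1 gives 88292 to 107733 mean reads per spot for these samples (the paper's values), and all values computed from the files are in UMIs. The paper numbers the samples differently from the labels. Its Sample_1, Sample_2, Sample_3 and Sample_4 are sections 2, 3, 4 and 1, since for each section 4 of 4 values compared with Supplementary Table S1 were within 1 of that sample and 0 of 4 were within 1 of any other. From the files, the total UMIs, the number of genes with at least 1 UMI, the complexity (log10 genes divided by log10 UMIs) and the percentage of UMIs from mitochondrial genes were computed for every spot, with no spot left out. The files name genes by Ensembl identifier, and 32158 of 32285 identifiers received a symbol from the reference annotation, among them 13 mitochondrial genes. Spots of 1 section are not replicates, so means and SDs are over the 4 sections. The reference data sets 10×_HE and 10×_IF were not analysed here, and their values are the published ones.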

While the dataset “10×_HE” was derived from hematoxylin and eosin (HE) stained tissue, the data set “10×_IF” was derived from tissue after immunofluorescent (IF) staining with DAPI, anti-GFAP and anti-NeuN according to the manufacturer demonstrated protocol for methanol fixation and IF staining. Figure 3A and Table 4 shows a similar number of log10 transcript counts per spot using our optimized protocol (minimum 2.18–2.91; median 3.90–4.09) compared to 10×_IF (minimum 1.84; median 4.04). 

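The minimum log10 transcript counts per spot were 2.35 in section 1, 2.91 in section 2, 2.18 in section 3 and 2.28 in section 4, with a mean of 2.43 ± 0.331 (SD, n = 4 sections). These minima are single spots with 223, 822, 151 and 189 UMIs. The median log10 transcript counts were 3.98, 3.90, 4.00 and 4.09 in sections 1 to 4, with a mean of 3.99 ± 0.0756 (SD, n = 4). On the linear scale, the median spot held 9613 UMIs in section 1, 7993.5 in section 2, 9981.5 in section 3 and 12222.5 in section 4. The middle 50% of spots held between 6712 and 12871 UMIs in section 1 and between 8185 and 16160 UMIs in section 4. The setting that moved the minimum most was the removal of spots with fewer than 500 UMIs, which raised its mean over sections to 2.84.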

Using HE stained tissue leads to higher log10 transcript counts in comparison to IF stained tissue (minimum 2.76, median 4.46). 

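Over the spots of each section, Pearson's r between the total UMIs and the number of detected genes was 0.973 in section 1, 0.977 in section 2, 0.972 in section 3 and 0.963 in section 4. Over the 9863 spots of the 4 sections together, r was 0.966. No p-value was computed, since spots are not replicates. The setting that moved r most was the rank correlation, with a Spearman's rho of 0.989. The similarity of the sections was measured across genes, on log2 CPM (UMIs of a gene scaled to an equal total per section) of the summed UMIs with a pseudocount of 1, for the 16032 genes with at least 40 UMIs over the 4 sections. Genes are not independent replicates, so these coefficients carry no p-value either. Pearson's r was between 0.9946 and 0.9954 for the 3 pairs of PCI sections, and between 0.9866 and 0.9900 for the 3 pairs of the sham section with a PCI section. With all genes that had at least 1 UMI, the means of these pairs were 0.997 and 0.993.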

Figure 4 shows that the number of transcript counts (nCount) and number of detected genes (nFeature) per spot correlate well with another (Pearson coefficient: 0.9) and that IF stained samples are highly similar.

**Figure 3:**
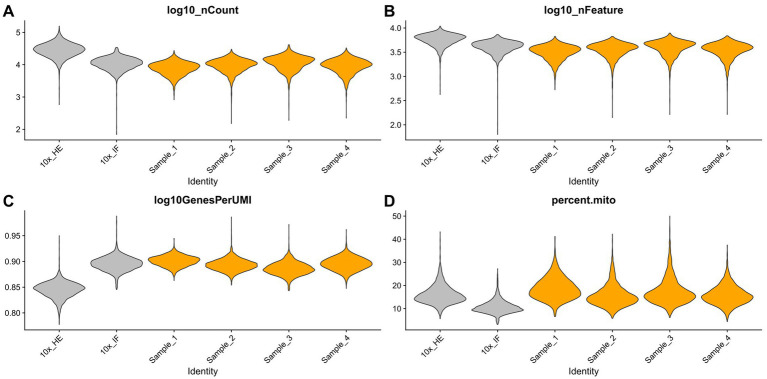
Comparison of four samples stained with our optimized IF staining protocol (orange) to 10× Genomics reference data sets (HE stained and IF stained, grey). Violin plots summarize the respective transcript counts **(A)**, features **(B)**, the complexity (log10 genes per UMI) **(C)** and mitochondrial related transcript counts **(D)**.

**Table 4:** Summary of main sequencing metrices.

Sample IDs	Minimum Log10Counts	Median Log10Counts	Minimum Log10Features	Median Log10Features	Minimum complexity	Median complexity
10×_HE	2.76	4.46	2.63	3.78	0.78	0.85
10×_IF	1.84	4.04	1.80	3.63	0.85	0.90
Sample_1	2.91	3.90	2.72	3.52	0.86	0.90
Sample_2	2.18	4.00	2.15	3.58	0.85	0.89
Sample_3	2.28	4.09	2.21	3.63	0.84	0.89
Sample_4	2.35	3.98	2.21	3.57	0.85	0.90

**Figure 4:**
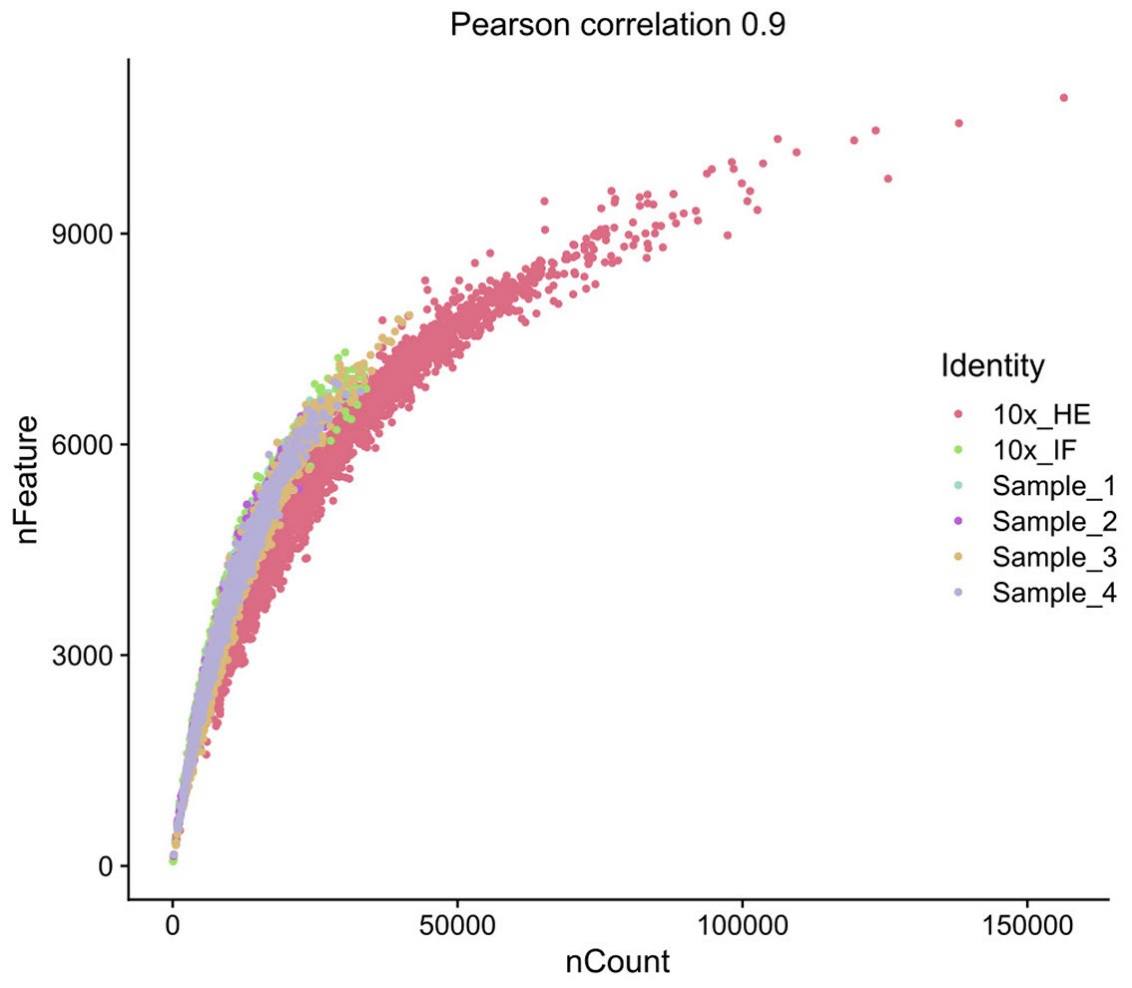
Scatterplot representing the correlation of nFeature and nCount.

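The median number of genes detected per spot was 3702 in section 1, 3321 in section 2, 3766.5 in section 3 and 4229 in section 4. On the log10 scale these medians are 3.57, 3.52, 3.58 and 3.63, with a mean of 3.57 ± 0.043 (SD, n = 4 sections). The minimum log10 features were 2.21, 2.72, 2.15 and 2.21 in sections 1 to 4, and single spots set them. The highest section median of genes was 27.3% above the lowest, and for UMIs this range was 52.9%. To compare sections at equal depth, each spot was thinned at random to 2000 UMIs, and spots with fewer (30, 21, 18 and 15 in sections 1 to 4) were left out. The median was then 1237 genes in section 1, 1226 in section 2, 1221 in section 3 and 1215 in section 4, with a mean of 1225 ± 9.32 (SD, n = 4) and a highest value 1.81% above the lowest. At 1000 and 5000 UMIs per spot the mean was 691 and 2436 genes.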

The number of detected log10 features per spot in our samples (median 3.52–3.63, Figure 3B) is similar compared to the 10×_IF stained sample (median 3.63). 

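The distance of each section to the published value of 10×_IF (Table 4) was set against the published distance between 10×_HE and 10×_IF. For the median log10 transcript counts, the distances were 0.0571, 0.137, 0.0408 and 0.0472 in sections 1 to 4, against 0.42 between the reference samples. For the median log10 features they were 0.0616, 0.109, 0.0541 and 0.00376, against 0.15. For the minimum log10 transcript counts they were 0.508, 1.07, 0.339 and 0.436, against 0.92. For the minimum log10 features they were 0.415, 0.923, 0.349 and 0.412, against 0.83. The distance in section 2 was larger than that between the reference samples for both minima, and the distances in the other 3 sections were smaller for all 4 measures. All 4 sections had higher minima than 10×_IF. The minima of section 2, 2.91 and 2.72, were also above those of 10×_HE, 2.76 and 2.63. The minimum rests on 1 spot per section. None of these distances is at equal sequencing depth. The paper gives 115569 mean reads per spot for 10×_HE, 56020 for 10×_IF and 88292 to 107733 for the 4 samples.

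**Figure D1:**
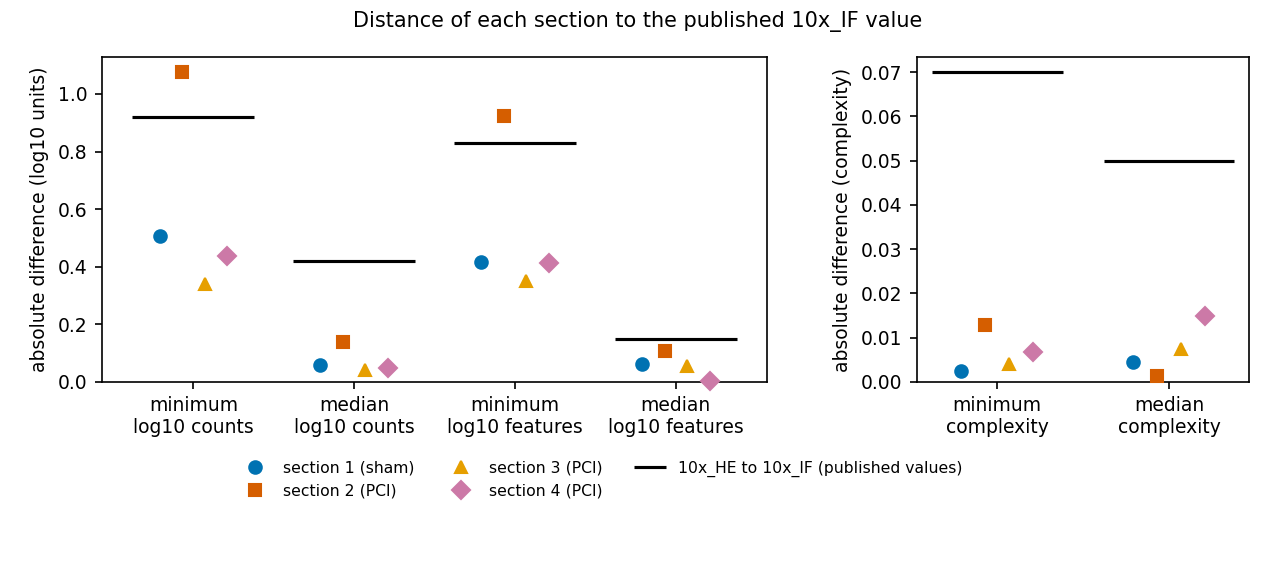
Absolute difference between each section and the published 10x_IF value, for counts and features (left, log10 units) and for complexity (right). Points are the 4 sections, and black lines are the distance between the published 10x_HE and 10x_IF values. The distances are not at equal sequencing depth. Section 2 lies above the line for minimum log10 counts (1.07 against 0.92) and for minimum log10 features (0.923 against 0.83). All 4 sections had higher minima of counts and features than 10x_IF.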

In both, log10 transcript counts and log10 feature, the maximum variation between the 10×_IF reference sample and our samples is lower than the variation between 10×_HE stained and 10×_IF stained tissue. Comparing the minimum and median using a pairwise permutation test, does not detect any significant difference (*p* > 0.05). 

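The paper names a pairwise permutation test, and its text does not state how the groups were set. Here, an exact two-sided permutation test on the difference of means set the 4 sections from the files against the published values of 10×_HE and 10×_IF. Of 6 values, 4 can be chosen in 15 ways, so the smallest p that this design allows is 0.0667 and no comparison could fall under 0.05. The difference of the sections minus the reference samples was 0.13 for the minimum log10 transcript counts (exact permutation p = 0.8) and -0.26 for the median (exact permutation p = 0.133). For the log10 features it was 0.11 for the minimum (exact permutation p = 0.933) and -0.13 for the median (exact permutation p = 0.0667, the smallest possible). For the complexity it was 0.0369 for the minimum (exact permutation p = 0.2) and 0.0187 for the median (exact permutation p = 0.333). After Benjamini-Hochberg adjustment over these 6 tests, the exact permutation p-values were between 0.4 and 0.933. Against 10×_IF alone, the smallest possible p is 0.2, and the exact permutation p-values of the 6 measures were between 0.4 and 1.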

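The number of genes with at least 1 UMI in any spot was 20228 in section 1, 20262 in section 2, 20692 in section 3 and 20757 in section 4, with a mean of 20485 ± 278 (SD, n = 4 sections). The 4 sections had 18566 of these genes in common, out of 22779 detected in at least 1 section. Of the 1892 genes detected in a single section, 82.6% had 1 UMI. The number rises with depth, and with every section thinned at random to the total UMIs of the shallowest it was 19896, 20262, 20370 and 20079 in sections 1 to 4. With a minimum of 10 UMIs per section in place of 1, it was 15823, 15834, 16130 and 16311.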

The number of total detected genes in IF stained tissue is similar and varies between 19,812 and 20,933 genes (Supplementary Table S1). The complexity (log10genesPerUMI) is lowest in the 10×_HE sample (minimum 0.78, median 0.85) and higher in IF stained samples (minimum 0.84, median 0.89–0.90) (Figure 3C; Table 4) with an even distribution throughout the tissue (Supplementary Figure S2). 

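The minimum complexity was 0.848 in section 1, 0.863 in section 2, 0.854 in section 3 and 0.843 in section 4, with a mean of 0.852 ± 0.00859 (SD, n = 4 sections). The median complexity was 0.895, 0.901, 0.893 and 0.885, with a mean of 0.894 ± 0.0067 (SD, n = 4). With mitochondrial genes left out, the mean of the medians was 0.912. Spot positions were not analysed here, and the distribution over the tissue was measured over groups of spots with similar expression. The spots of the 4 sections were clustered together (log-normalized counts without mitochondrial genes, 2000 variable genes, 30 principal components, 15 nearest neighbours, Leiden resolution 0.5), which gave 13 clusters, 12 of them with at least 50 spots. Over the pooled spots of these 12 clusters, the median complexity ran from 0.889 to 0.906. The order of clusters differed between sections, with the lowest median in cluster 6 in section 1 (0.889), cluster 9 in section 2 (0.894), cluster 5 in section 3 (0.888) and cluster 7 in section 4 (0.880). The highest median was in cluster 8 in section 1 (0.906), cluster 10 in sections 2 and 3 (0.905 and 0.898) and cluster 4 in section 4 (0.892). Of the spots of cluster 8, 99.4% came from section 1, where the medians of the other clusters were between 0.889 and 0.900. Of the spots of cluster 6, 98.7% came from section 1. Clusters 6 and 8 had too few spots for a median in sections 2, 3 and 4, and so had cluster 12 in section 1 (8 spots). Their places in the order cannot be compared between those sections. Within sections, differences between clusters made up 10.0% ± 5.15 (SD, n = 4) of the spread of complexity over spots. Complexity falls with the depth of a spot, and after thinning every spot to 2000 UMIs this share was 29.1% ± 3.801 (SD, n = 4), with cluster medians between 0.924 and 0.940.

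**Figure D2:**
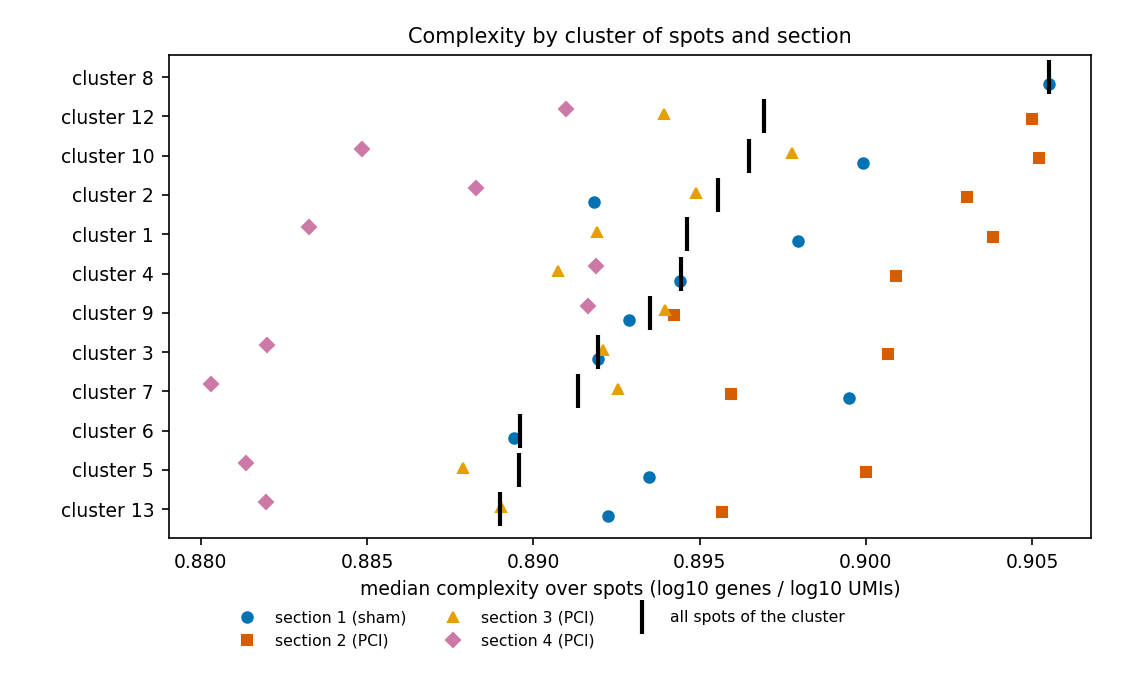
Median complexity (log10 genes divided by log10 UMIs, horizontal axis, not starting at 0) of each cluster of spots with at least 50 spots. Points are sections with enough spots in the cluster, and vertical bars are all spots of the cluster. The bars run from 0.889 to 0.906, and sections differ within a cluster.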

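Spots with very few transcripts were rare in all 4 sections. Spots with fewer than 500 UMIs numbered 1 in section 1, 0 in section 2, 1 in section 3 and 2 in section 4. The 5 genes with the largest share of all UMIs were 4 mitochondrial genes and Gm42418. Their places are given on GRCm38, the assembly of mm10. The gene mt-Co1 (ENSMUSG00000064351), on the mitochondrial chromosome from 5328 to 6872, took 2.80% ± 0.275 (SD, n = 4 sections) of the UMIs. The shares were 2.56% ± 0.193 (SD, n = 4) for mt-Co3 (ENSMUSG00000064358), from 8607 to 9390, and 2.38% ± 0.301 (SD, n = 4) for mt-Atp6 (ENSMUSG00000064357), from 7927 to 8607, where it overlaps mt-Atp8 and mt-Co3. For mt-Co2 (ENSMUSG00000064354), from 7013 to 7696, the share was 2.30% ± 0.221 (SD, n = 4). Gm42418 (ENSMUSG00000098178), annotated as a long intergenic non-coding RNA on chromosome 17 from 39846958 to 39848788, took 1.69% ± 0.581 (SD, n = 4). It overlaps CT010467.1, annotated as a ribosomal RNA on the opposite strand. The share of Gm42418 was 0.847% in section 2 and between 1.81% and 2.14% in the other 3 sections.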

Overall, our staining protocol, which improves antibody binding, does not negatively affect RNA quality and sequencing thereby presenting an optimized alternative. Deviations between 10×_IF and our samples are lower than the deviation between 10×_HE and 10×_IF samples. 

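For the minimum complexity, the distances to the published 10×_IF value were 0.00248, 0.0129, 0.00409 and 0.00683 in sections 1 to 4, against 0.07 between 10×_HE and 10×_IF. For the median complexity they were 0.00457, 0.00135, 0.0074 and 0.0148, against 0.05. These distances are not at equal sequencing depth, on which complexity depends. The paper concludes that RNA quality and sequencing are not harmed by its staining protocol.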

A better performance of 10×_HE samples might be due to a markedly lower tissue staining time (approx. 30 min) compared to IF stained tissue (approx. 3 h). 

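The median percentage of UMIs from the 13 mitochondrial genes per spot was 15.3% in section 1, 18.1% in section 2, 14.7% in section 3 and 16.2% in section 4, with a mean of 16.1% ± 1.47 (SD, n = 4 sections). Over the summed UMIs of a section, the percentage was 14.8%, 18.0%, 14.7% and 16.2%. The highest single spot reached 37.5% in section 1, 41.2% in section 2, 42.2% in section 3 and 50.0% in section 4. Spots above 25% made up 2.71% of section 1, 10.3% of section 2, 5.30% of section 3 and 10.0% of section 4. The mean over spots in place of the median moved the mean of the sections most, to 16.9%. With each section left out in turn, the mean stayed between 15.4% and 16.5%.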

Mitochondrial counts are slightly higher in our samples (median 14.71–18.09) compared to 10× samples (median 15.33 and 10.25; Figure 3D). Supplementary Figure S3 shows that spots with higher mitochondrial counts are distributed along the tissue border indicating damage during tissue dissection and being independent from the staining protocol.

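The 5% of spots with the highest mitochondrial percentage (125, 122, 122 and 124 spots in sections 1 to 4) started at 23.2% in section 1, 27.2% in section 2, 25.2% in section 3 and 28.8% in section 4. Their median depth was 5160, 5231, 5232.5 and 5864.5 UMIs, against 9868, 8152, 10275.5 and 12633 UMIs in the other spots, a ratio of 0.535 ± 0.0757 (SD, n = 4 sections). As spot positions were not analysed here, 13 fixed lists of genes of brain regions, cell types and responses stood in for position. For each list, the log2 ratio of its summed CPM over nuclear genes in these spots to that in the other spots was computed per section. Over 4 sections, the exact two-sided sign-flip permutation test cannot give a p under 0.05, and after Benjamini-Hochberg adjustment over the 13 lists the exact p-values were between 0.203 and 1, with 0.203 for each list that moved the same way in 4 of 4 sections. Genes of the pial surface had a mean log2 ratio of 0.52 ± 0.56 (SD, n = 4), higher in 4 of 4 sections. Section 1 was highest, with 1.33, and without it the mean was 0.24. Taken as the median over the genes of the list in place of their sum, the mean log2 ratio was 1.22 ± 0.40 (SD, n = 4), also higher in 4 of 4 sections and between 0.75 and 1.62. Genes of the hippocampus had a mean log2 ratio of 0.64 ± 0.17 (SD, n = 4), higher in 4 of 4 sections. The mean was also above 0 in 4 of 4 sections for astrocytes (1.16 ± 0.31), endothelium (0.86 ± 0.15), microglia (0.72 ± 0.23), acute inflammation (0.67 ± 0.24) and stress hormone response (0.62 ± 0.06). As a median over genes, stress hormone response was lower, at 0.32 ± 0.11, and acute inflammation was 0.86 ± 0.32 (SD, n = 4), both above 0 in 4 of 4 sections. It was below 0 in 4 of 4 sections for the cortex (-0.14 ± 0.08). The lists of choroid plexus (-1.07 ± 0.83), white matter (-0.19 ± 0.35), midbrain and thalamus (-0.72 ± 1.27), red blood cells (-0.48 ± 3.17) and immediate early genes (-0.11 ± 0.27) went both ways between sections. By cluster, 34.5% ± 12.0 (SD, n = 4) of these spots lay in cluster 10 (highest in Cabp7, Wipf3 and Hpca), which held 7.03% of all spots. Another 33.5% ± 15.7 (SD, n = 4) lay in cluster 2 (highest in Ccn3, Nptxr and C1ql3), which held 12.9% of all spots.

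**Figure D3:**
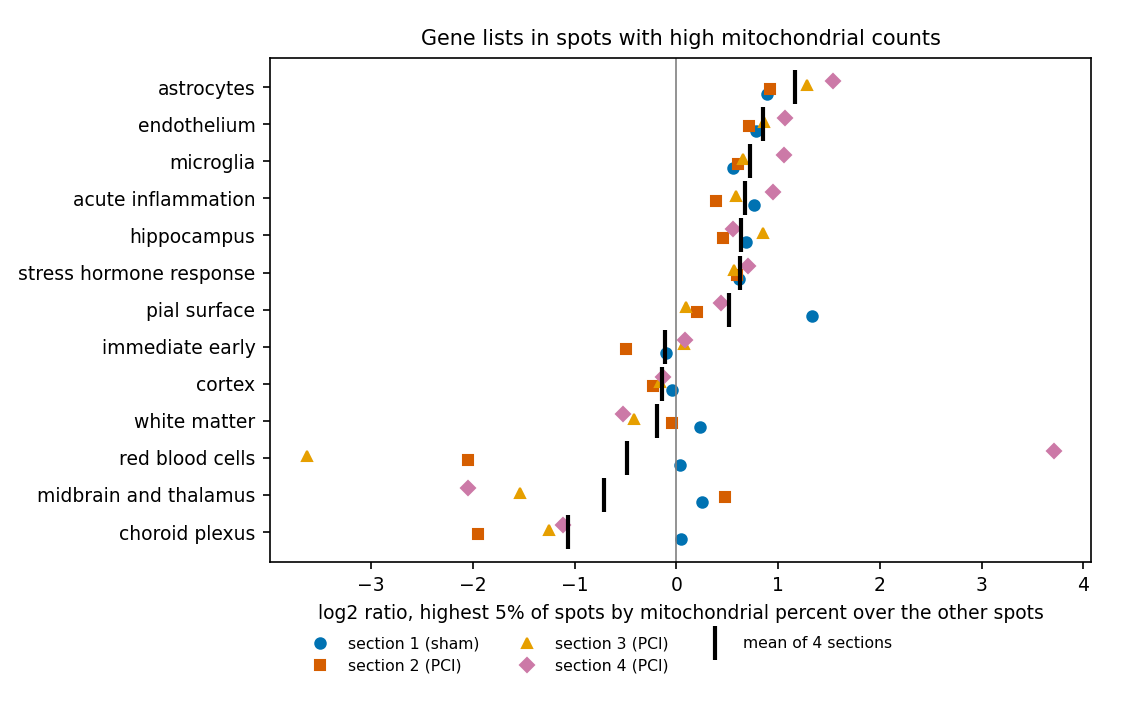
Log2 ratio of the summed CPM of each gene list in the 5% of spots with the highest mitochondrial percentage over the other spots of the same section (horizontal axis). Points are the 4 sections and vertical bars are their means. The 7 lists with all 4 sections above 0 have means between 0.52 and 1.16.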

In summary, we systematically investigated the manufacturer immunostaining protocol for the Visium platform. The detailed knowledge, which characteristics of the buffer components affect antibody binding and RNA quality, helped to optimize the staining protocol that we propose for 10 μm mouse brain section. Our protocol preserves epitopes better and enhances antibody binding while it still protects RNA quality for downstream transcriptome analysis. In addition, we present suitable antibodies for often-used markers for several brain cell types and synaptic structures (Table 3). Overall, the findings presented here regarding the impact of fixatives and immunostaining buffers on RNA quality are as well crucial for optimizing protocols for other spatial transcriptomic platforms independent from the Visium platform.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE228891.

## Ethics statement

The animal study was reviewed and approved by Thueringer Landesamt fuer Lebensmittelsicherheit und Verbraucherschutz.

## Author contributions

NH and CG: conceptualization and funding acquisition. NH, MB, and CR: methodology. NH, MB, MK, CR, and LS: investigation. CG: resources. NH and MB: data curation. NH: writing—original draft, supervision, and project administration. NH, MB, and CG: writing—review and editing. NH and MK: visualization. All authors contributed to the article and approved the submitted version.

## Funding

The study was funded by the Friedrich-Schiller-University program IMPULSEproject (IP2021-06 to NH), the Center for Sepsis Control and Care (CSCC; to NH and CG), and the Hermann and Lilly Schilling foundation (to CG). We acknowledge support by the German Research Foundation Project-No. 512648189 and the Open Access Publication Fund of the Thueringer Universitaets- und Landesbibliothek Jena.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Protecting RNA quality for spatial transcriptomics while improving immunofluorescent staining quality
**Source:** Front Neurosci. 2023 May 18;17:1198154. doi: 10.3389/fnins.2023.1198154

Supplementary Figure 1: Tissue optimization assay to evaluate permeabilization times from 3 min to 30 min. Optimal permeabilization time was determined between 6 min and 12 min and was set to 8 min. Scale bar 1mm.

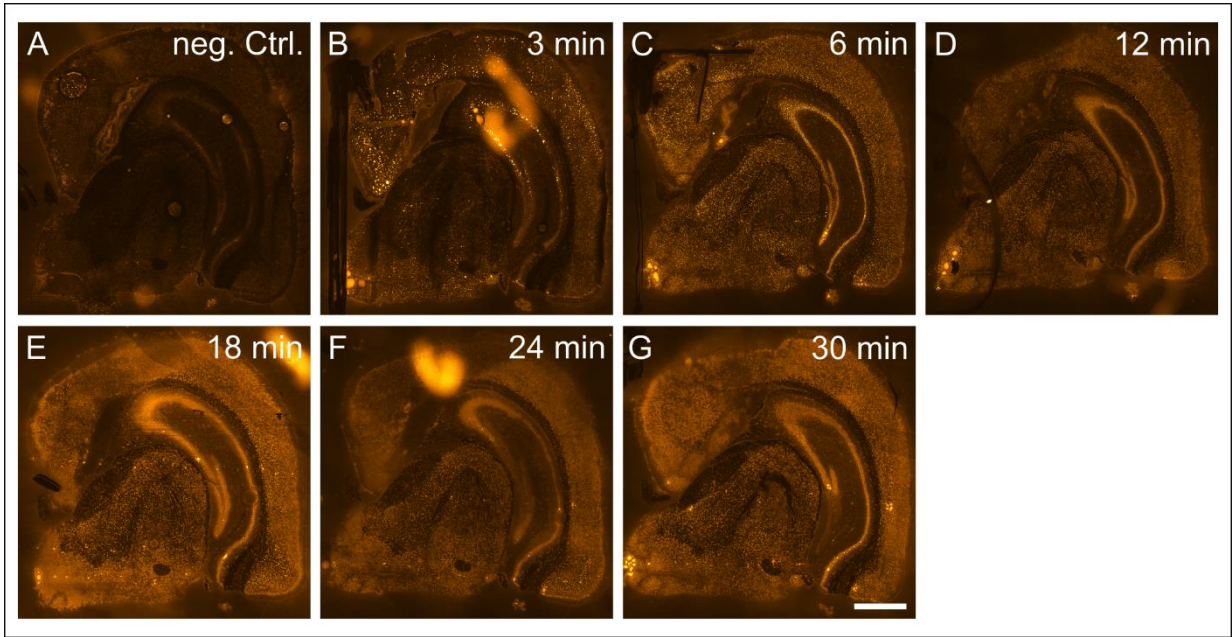

**Supplement:** Supplementary file 1

# Supplementary material for: Protecting RNA quality for spatial transcriptomics while improving immunofluorescent staining quality
**Source:** Front Neurosci. 2023 May 18;17:1198154. doi: 10.3389/fnins.2023.1198154

Supplementary Figure 2: Spatial plots showing the complexity (log10GenesPerUmi) of each spot. Samples from 10x genomics (10x\_HE and 10x\_IF) were used as reference.

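The complexity divides the log10 number of detected genes of a spot by its log10 number of transcripts. A low value means that few genes make up the transcripts of the spot. The number of genes grows more slowly than the number of transcripts, so the value also depends on the depth of a spot, and each spot in the spatial plots is drawn at its own depth.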

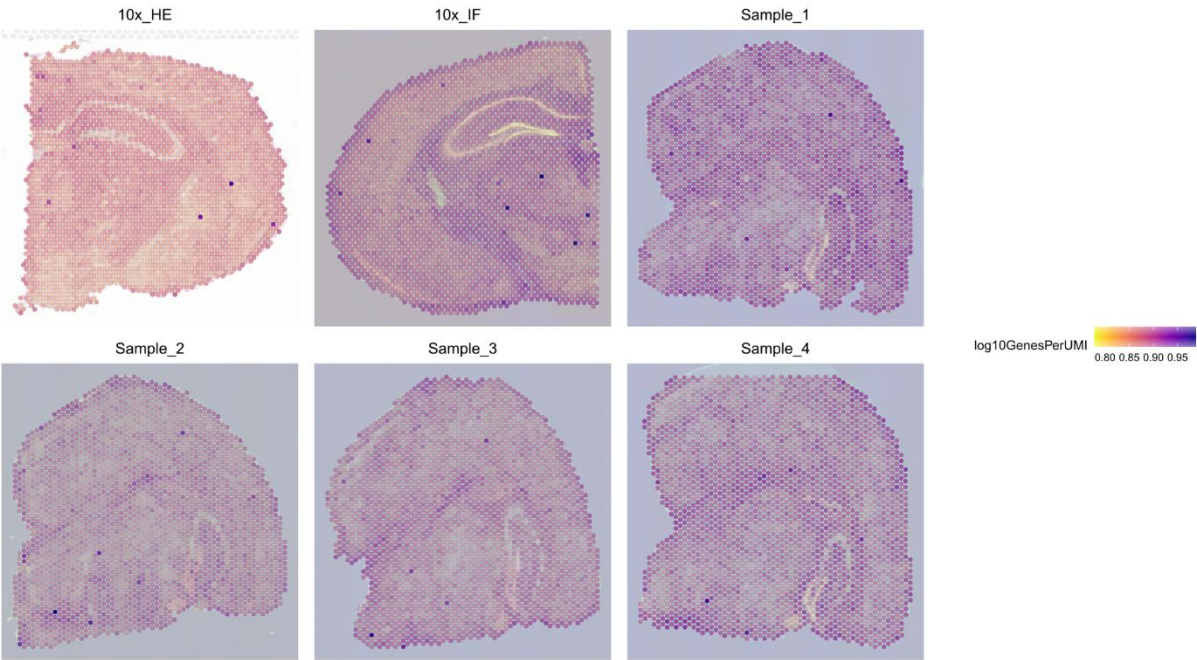

**Supplement:** Supplementary file 2

# Supplementary material for: Protecting RNA quality for spatial transcriptomics while improving immunofluorescent staining quality
**Source:** Front Neurosci. 2023 May 18;17:1198154. doi: 10.3389/fnins.2023.1198154

Supplementary Figure 3: Spatial plots showing the percentage of mitochondrial gene related counts of each spot. Samples from 10x genomics (10x\_HE and 10x\_IF) were used as reference.

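The plotted percentage is the share of a spot's transcripts that come from genes of the mitochondrial chromosome. The paper reads spots with a high percentage along the tissue border as damage during dissection. In the clusters of spots from the deposited counts, grouped without mitochondrial genes, the median percentage ran from 13.9% to 20.6%, and differences between clusters made up 18.9% ± 2.55 (SD, n = 4 sections) of its spread over spots within sections.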

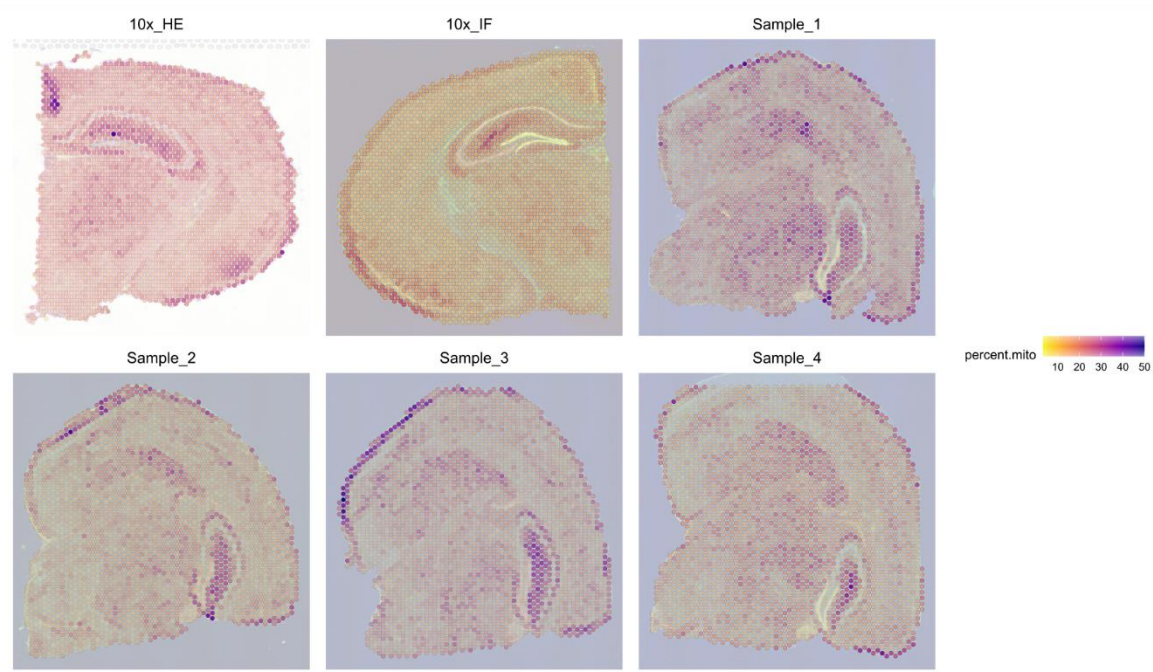

**Supplement:** Supplementary file 3

# Supplementary material for: Protecting RNA quality for spatial transcriptomics while improving immunofluorescent staining quality
**Source:** Front Neurosci. 2023 May 18;17:1198154. doi: 10.3389/fnins.2023.1198154

Supplementary Figure 4: Overview of immunostainings with antibodies that are compatible with our optimized protocol. Scale bar 1 mm. Scale bar overview 1 mm, scale bar magnifications 40μm.

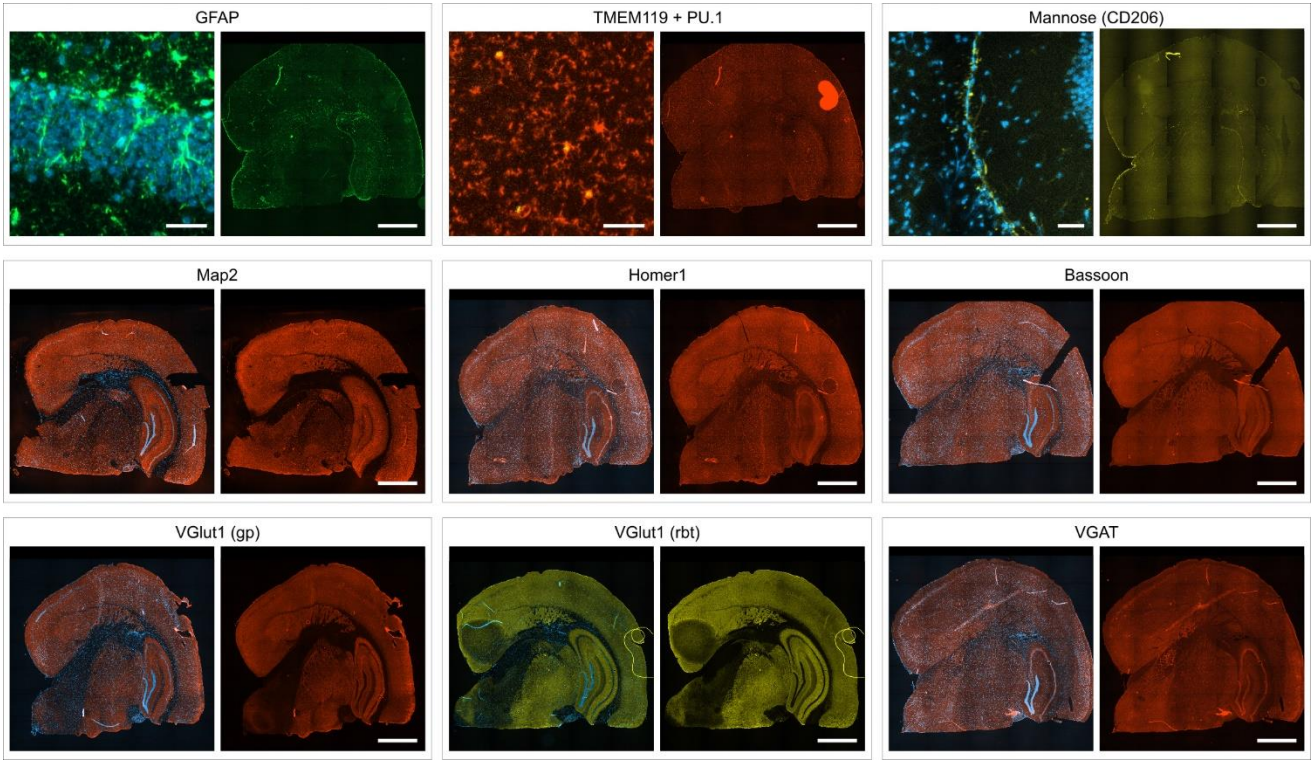

**Supplement:** Supplementary file 4

# Supplementary material for: Protecting RNA quality for spatial transcriptomics while improving immunofluorescent staining quality
**Source:** Front Neurosci. 2023 May 18;17:1198154. doi: 10.3389/fnins.2023.1198154

Supplementary Figure 5: Overview of immunostainings with antibodies that are not compatible with our optimized protocol.

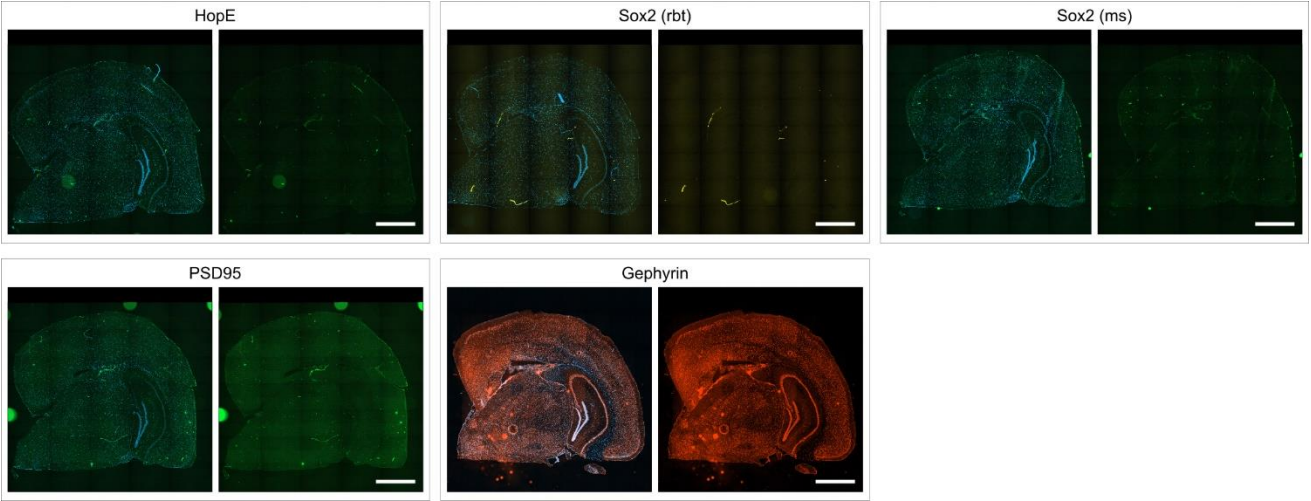

**Supplement:** Supplementary file 5

# Supplementary material for: Protecting RNA quality for spatial transcriptomics while improving immunofluorescent staining quality
**Source:** Front Neurosci. 2023 May 18;17:1198154. doi: 10.3389/fnins.2023.1198154
**Supplement:** Supplementary file 6

Supplementary Table 1: Summary of sequencing metrics and quality control

|                                                    | 10x_HE      | 10x_IF      | Sample_1    | Sample_2    | Sample_3   | Sample_4    |
|----------------------------------------------------|-------------|-------------|-------------|-------------|------------|-------------|
| Number of Reads                                    | 312,266,904 | 157,247,248 | 236,522,674 | 262,005,857 | 26,312,569 | 221,525,677 |
| Valid Barcodes [%]                                 | 97.4        | 97.3        | 96.9        | 96.8        | 96.9       | 96.9        |
| Valid UMIs [%]                                     | 100.0       | 99.9        | 100.0       | 100.0       | 100.0      | 100.0       |
| Sequencing saturation [%]                          | 61.3        | 67.0        | 75.9        | 70.5        | 66.1       | 71.4        |
| Q30 Bases in Barcode [%]                           | 97.2        | 96.1        | 95.9        | 95.9        | 95.9       | 96.0        |
| Q30 Bases in RNA Read [%]                          | 94.5        | 94.0        | 94.3        | 94.7        | 94.5       | 94.3        |
| Q30 Bases in UMI [%]                               | 97.1        | 95.8        | 95.5        | 95.6        | 94.6       | 95.7        |
| Reads Mapped to Genome [%]                         | 94.9        | 94.6        | 80.3        | 73.4        | 75.4       | 78.3        |
| Reads Mapped Confidently to Genome [%]             | 91.8        | 91.9        | 75.9        | 68.6        | 70.7       | 73.9        |
| Reads Mapped Confidently to Intergenic Regions [%] | 7.6         | 7.2         | 10.5        | 9.8         | 9.9        | 9.9         |
| Reads Mapped Confidently to Intronic Regions [%]   | 2.5         | 3.1         | 9.5         | 9.2         | 9.1        | 8.4         |
| Reads Mapped Confidently to Exonic Regions [%]     | 81.7        | 81.6        | 55.9        | 49.7        | 51.7       | 55.6        |
| Reads Mapped Confidently to Transcriptome [%]      | 79.6        | 79.5        | 54.7        | 48.6        | 50.6       | 54.5        |
| Reads Mapped Antidense to Gene [%]                 | 1.1         | 1.2         | 0.5         | 0.4         | 0.4        | 0.5         |
| Number of Spots Unter Tissue                       | 2,702       | 2,807       | 2,438       | 2,432       | 2,484      | 2,509       |
| Fraction Reads in Spots Under Tissue [%]           | 92.3        | 81.4        | 66.0        | 67.7        | 70.6       | 74.4        |
| Mean Reads per Spot                                | 115,569     | 56,020      | 97,015      | 107,733     | 105,928    | 88,292      |
| Mean Reads under Tissue per Spot                   | 103,089     |             | 61,073      | 73,511      | 72,693     | 62,675      |
| Median UMI counts per Spot                         | 28,941      | 11,048      | 7,994       | 9,982       | 12,222     | 9,613       |
| Median Genes per Spot                              | 6,018       | 4,221       | 3,321       | 3,766       | 4,229      | 3,702       |
| Total Genes Detected                               | 21,949      | 20,993      | 20,262      | 20,692      | 20,757     | 20,228      |

How the deposited data were processed for this re-analysis (not part of the article)

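Visium spatial transcriptomes of 4 frozen coronal mouse brain sections, stained with the optimized protocol, were analysed, 1 sham section and 3 PCI sections by their labels. The sources used here do not state how many mice the sections came from or which libraries shared a slide or a sequencing pool. The authors called bases with bcl2fastq, outlined tissue and aligned fiducials by hand in Loupe Browser and counted UMIs per gene and spot with spaceranger on mm10. The deposited values are raw whole-number UMI counts for 32285 Ensembl identifiers in the spots under tissue, 1 section per file. Symbols were taken from a GRCm38 annotation for 32158 identifiers, and 127 stayed without a symbol. Whether the counts of any 2 sections were copies of each other was checked by a chi-square over 15275 genes, which was between 14.6 and 40.5 per degree of freedom.

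The tests, alternatives, named genes and gene lists were chosen before the data were examined, except where the text says otherwise. Spots were not treated as replicates. Medians and minima over all spots were taken per section, with means and SDs over sections. Random thinning and clustering used the seed 0. Sections were compared with the published reference values by exact permutation tests. Spots were clustered with scanpy 1.11.5 and igraph 0.11.9 in Python 3.11.15, with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9. The log2 ratios of gene lists in spots with a high mitochondrial percentage used a count of 0.5 added to each list sum.

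For the comparison of PCI with sham, which the paper does not make, UMIs were summed over the spots of each section. The quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and Benjamini-Hochberg adjustment, covered the 16032 genes with at least 40 UMIs over the 4 sections, at an adjusted p threshold of 0.05. The spread came from the 3 PCI sections alone, with 2 residual degrees of freedom, so the lone sham section is assumed to vary like them. Standard errors are approximate, from the log2 fold change and the test statistic. DESeq2 1.42.0 served as the alternative tool. A simulation changed only genes with a mean CPM above 1 and gave every section the same spread. It therefore does not cover genes with lower counts, or a sham section that varies differently from the PCI sections. On simulated data of the same design with 200 of 15914 genes changed by 2 on the log2 scale, edgeR recovered 196 with 18 false calls and DESeq2 recovered 189 with 8 false calls, and with no gene changed edgeR made 5 calls. Each of the 13 gene lists was compared with 10000 random lists drawn from 20 bins of expression, and lists outside the 2.5 to 97.5 percentiles were called different. Random lists hold genes drawn singly, while the genes of a list may move together. The percentile therefore measures the sampling of genes and not the variation between sections. Any difference of the lone sham section that moves such genes together can place a list outside the range. No gene stood in more than 1 list. Named genes are the targets of the stains in Table 3 and of 10×_IF (14 genes, with HopE taken as Hopx), the 5 genes with the largest fold change in each direction among those past the threshold with all 3 PCI sections on the same side of the sham section, the 5 genes with the largest share of UMIs, and members of the lists.

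Alternatives covered the minimum UMIs per spot (500), mitochondrial genes left out, means in place of medians, the depth of thinning, the minimum UMIs per gene (none, or 400), the normalization, the clustering resolution (1.0), the share of spots called high in mitochondrial percentage (1% and 10%), equal weights for clusters, only clusters found in all sections (8 clusters that took no part in the joining described next, chosen after the data were seen) and each section left out in turn. For equal weights, clusters with fewer than 10 spots in a section were joined to the cluster most similar in expression, a step decided after the clusters were seen: cluster 6 to 7, and clusters 8 and 11 to 12. A fold change against a count of 0 was computed at a floor of 3 UMIs in the sham section, and intervals of ratios of counts are at 95% and cover counting error only. Reference data sets, images, spot positions and the staining, fixation and buffer experiments were not analysed here.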

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

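The tests of sequencing depth, of mitochondrial genes, of whole blood, of regional make-up and of single shallow spots were chosen only after the results were seen.

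The labels divide the sections into 1 sham and 3 PCI sections, a difference that the paper does not analyse. Between them, edgeR called 889 of 16032 genes, 601 higher and 288 lower in PCI, with 2854 genes at an unadjusted p under 0.05. DESeq2 called 564 genes, of which 529 were among the 889. Without PCI replicate 2 the count was 502, with 470 of the same genes, and it was 1040 and 979 without PCI replicates 3 and 4.

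The 5 named genes that rose were ranked by fitted fold change, which for genes with 0 UMIs in the sham section rests on the prior count and does not rank them against genes with counts in both groups. Of these, Selp (chromosome 1 from 164115264 to 164150026) had 0 UMIs in the sham section and 20 to 55 in the PCI sections, at least 12.4-fold higher (edgeR adjusted p = 0.0244), and without PCI replicate 2 its adjusted p was 0.104. Saa3 (chromosome 7 from 46711998 to 46715700) had 4 UMIs in the sham section and 448 to 846 in the PCI sections, a ratio of 169.7 with a counting interval from 66.2 to 623 (edgeR adjusted p = 5.23e-08). Ifitm6 (0 against 9 to 33 UMIs), Hcar2 (0 against 15 to 17) and Cd244a (0 against 14 to 17) were at least 5.75-fold, 5.32-fold and 5.21-fold higher, with edgeR adjusted p-values of 0.0105, 0.00447 and 0.00402. Of the 5 genes with the largest fitted fall, Gkn3 (chromosome 6 from 87383256 to 87388935) had 89 UMIs in the sham section and 7 to 10 in the PCI sections, a log2 fold change of -3.32 (standard error 0.37, edgeR adjusted p = 2.26e-06). Prss22 (34 against 4 to 9 UMIs), Gpr50 (82 against 14 to 24) and 4930506C21Rik (63 against 14 to 17) had log2 fold changes of -2.52, -2.05 and -2.02, with edgeR adjusted p-values of 0.00207, 0.000535 and 0.000864. Defb11 had 27 UMIs in the sham section and 3 to 7 in the PCI sections, a ratio of 0.169 with a counting interval from 0.0818 to 0.333 (edgeR adjusted p = 0.00541).

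The acute inflammation list had a median log2 fold change of 2.27 over the 19 of its 20 genes that passed the minimum of 40 UMIs, all 19 higher in PCI, with the same median when Selp is put at its bound. Of these, 12 were past the threshold, and 15 when adjusted over the list alone. The median of random lists of matched expression lay between -0.11 and 0.21 in 95% of draws, and the list was at percentile 100. Its summed CPM was 94.985 in the sham section and 320 ± 29.1 (SD, n = 3) in the PCI sections. The stress hormone response list had a median of 1.20 over 10 genes, all higher in PCI, of which 7 were past the threshold and 9 when adjusted over the list alone, also at percentile 100. Its summed CPM was 1295 and 2479 ± 308 (SD, n = 3). Over all settings the medians stayed between 2.00 and 2.46 and between 0.87 and 1.24. Members included Ch25h (5 against 292 to 509 UMIs, a ratio of 82.8 with a counting interval from 35.4 to 255, edgeR adjusted p = 1.23e-10) and Fkbp5 (log2 fold change 1.48, adjusted p = 6.08e-07). Lcn2 had 1 UMI in the sham section and 358 to 649 in the PCI sections, a ratio of 481 with a counting interval from 86.2 to 19009.5, and an edgeR adjusted p of 0.266.

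The tables argue against several technical explanations as the whole cause. A different regional make-up of the sections was tested in the spots of 8 clusters found in all sections, 68.2% to 70.9% of the spots, without the clusters that had fewer than 10 spots in a section and those they were joined to. The count was then 724 of 15480 genes, with 626 of the same genes, and the list medians were 2.11 for acute inflammation and 0.87 for stress hormone response, both at percentile 100. Within these clusters, acute inflammation was higher in 24 of 24 comparisons of a PCI section with the sham section, and so was stress hormone response. All 24 comparisons share the same sham section. The pial surface, endothelium and microglia lists were also higher in 24 of 24, and the red blood cell and immediate early lists in 0 of 24. The tally therefore shows that the rise was not confined to single clusters, but it is not specific to these lists. It uses summed CPM, and the pial surface sum is mostly 1 gene. Over whole sections, Ptgds made up 711 of 788 CPM in the sham section and 2539 of 2673 in the PCI sections. The medians of the choroid plexus list (-0.23) and the midbrain and thalamus list (-0.12) were then inside the range of random lists. Their summed CPM was higher in only 2 of 24 and 5 of 24 of these comparisons, so both sums stayed mostly lower in PCI within the clusters. The choroid plexus sum is mostly Ttr, with 1029 of 1069 CPM in the sham section and 538 of 564 in the PCI sections. Of the named genes, Ifitm6, Hcar2, Cd244a and Defb11 were under the minimum of 40 UMIs there, so regional make-up was not tested for them, and a shift of single region genes within clusters is not excluded. For a difference in depth, the total of the sham section, 25303389 UMIs, lies inside the range of the PCI sections. For mitochondrial genes taking a large share of the UMIs, the share in the sham section, 14.8%, lies inside the range of the PCI sections, 14.7% to 18.0%. Whole blood left in the vessels would raise genes of red blood cells together with those of inflammation, and the red blood cell list had a median of -3.96, with a summed CPM of 207 in the sham section and 15.3 ± 15.0 (SD, n = 3) in the PCI sections.

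Chance cannot be excluded by the grouping alone, since 1 of the 4 ways to set 1 section against 3 gave a count as large, the real one, and that share cannot be under 0.25. The other 3 ways gave 0 edgeR calls each, with 143 to 533 genes at an unadjusted p under 0.05, but in these the sham section is among the 3 that set the spread, so a count of 0 says little. The lone sham section was assumed to vary like the PCI sections, and a difference of that animal, slide or sequencing pool cannot be told apart from the treatment. A response to PCI stays open as a hypothesis. The percentile of 100 for both lists is consistent with it and may equally come from another difference of the sham animal.

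The minimum log10 features of section 2 was 2.72, apart from 2.21, 2.15 and 2.21 in the other sections by more than Dixon's test allows for 4 values. This was 1 of 29 groups tested, and chance gives about 1 in 20, or 1.45 here. A candidate explanation is single shallow spots in the other sections, since a minimum is 1 spot and sections 1, 3 and 4 had 1, 1 and 2 spots under 500 UMIs. Spots under 2000 UMIs numbered 21 in section 2, inside the range of 15 to 30 in the other sections, so its shallow spots as a group did not stand apart. No biological explanation was tested.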

How the results depend on the processing

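The alternative that keeps only clusters found in all sections was chosen after the data were seen. Ifitm6, Hcar2, Cd244a and Defb11 were under the minimum of 40 UMIs there. Equal cluster weights moved the count little by construction, since after joining the shares of most clusters were already close between sections. No paired analysis was possible because the groups share no replicate numbers.

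Of 33 alternatives for the count of genes between PCI and sham and its directions, 23 stayed within 1.5 times. The total was 564 with DESeq2 and 567 with a minimum of 400 UMIs, which tests fewer genes, and ranged from 502 to 1040 with each PCI section left out. With no filter on low counts, which tests more genes, it was 1243, with 438 lower in PCI. Of 285 alternatives for named genes, 279 stayed on the same side of the threshold. Settings in which a gene had no adjusted p are not among the 285. DESeq2 gave none for Ifitm6, Hcar2, Cd244a, Defb11 and Prss22. Hcar2, Cd244a and Defb11 were not tested with any PCI section left out, and Ifitm6 was not tested without PCI replicate 4. The stability of these genes was therefore tested in fewer settings. Genes past the threshold kept their direction, and 7 alternatives changed the sign of a gene near 0 that was not called, in Gphn, Slc17a7, Tmem119 and mt-Co1. Of 143 for gene lists, 136 stayed on the same side of the random range, and 2 changed the sign of the cortex list, which lay inside it. The white matter list (median -0.11) left the range of random lists under equal cluster weights (-0.22) and ranged from -0.20 to -0.0326 with each PCI section left out. The midbrain and thalamus list ranged from -0.37 to -0.18, inside the random range without PCI replicates 2 and 4. The microglia list ranged from 0.0695 to 0.19, outside the random range without PCI replicate 3. In the spots of clusters found in all sections, the choroid plexus list (-0.23) and the midbrain and thalamus list (-0.12) were inside the random range. The cause was not tested.

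In spots with a high mitochondrial percentage, 98 of 104 alternatives kept the direction, and no setting can reach a p under 0.05 in 4 sections. Reversed were white matter in the top 10% of spots (0.0359), cortex in the top 1% (0.18) and red blood cells as a median over genes (0.19). Leaving out each section moved red blood cells from -1.88 to 0.57 and immediate early genes from -0.18 to 0.017, and the single sections differ by more than these means. The cause was not tested.

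Of 30 alternatives for the differences from the reference samples, 27 kept their direction. With each section left out, the minimum log10 counts ranged from -0.0321 to 0.21 and the minimum log10 features from -0.0229 to 0.17, both negative without section 2. The median complexity against 10×_IF alone was -0.00635.

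Without spots under 500 UMIs, the minimum log10 counts rose to 2.84 and the minimum log10 features to 2.62, by the construction of the filter. With mitochondrial genes left out, the median log10 counts was 3.91, the median complexity 0.912 and the thinned genes per spot 1407. The other alternatives for the median log10 features, median mitochondrial percentage and minimum complexity moved the mean by less than 1 SD. Total genes were 16024.5 with a minimum of 10 UMIs and 20152 at equal depth. The correlation of counts and features was 0.985 on the log10 scale, 0.989 by rank and 0.964 to 0.972 with each section left out. Thinning to 1000 and 5000 UMIs gave 691 and 2436 genes by construction. The similarity of PCI pairs and of sham with PCI was 0.997 and 0.993 with all genes and 0.996 and 0.991 with a pseudocount of 10. The share of the spread of complexity between clusters was 29.1% after thinning. Where no construction is named, the cause was not tested. Depth limits genes with few UMIs: of the genes seen in 1 section only, 82.6% had 1 UMI.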

Differences from the paper's values

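No test in this part was chosen after the results were seen. Of 45 values set beside the paper's, 1 was marked as different. A coefficient was marked if it differed by more than the SD over the 4 sections or in sign. Other values also had to differ by more than 1.5 times. That rule is very wide for log10 values and complexity, so a lack of marks says little there. The ends of the paper's range of total genes were listed without this test. The 24 values of Table 4 for the 4 samples were all equal at 2 decimals (tolerance 0.005).

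The Pearson coefficient of transcript counts and features was 0.966 over the spots of the 4 sections, and the paper's value is 0.9. The paper's plot also holds the reference data sets, which were not analysed here. All 7 alternatives set before the data were examined differ from the paper's value as well, and they were between 0.964 and 0.989.

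The paper's text gives a range of 19812 to 20933 total genes for IF stained tissue. The 4 sections had 20228 to 20757, equal to the values of Supplementary Table S1 for them, so neither end of the paper's range is one of the 4 sections. The paper's range also covers 10×_IF, which was not analysed here and whose total in Supplementary Table S1 lies above the range.

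The paper states that, for counts and features, its samples are closer to 10×_IF than 10×_HE is. For the medians this held in all 4 sections, at unequal sequencing depth. For the minimum log10 counts, the distance of section 2 was 1.07 against 0.92 from the paper's values, and for the minimum log10 features it was 0.923 against 0.83. For these minima the other 3 sections were closer. All 4 sections had higher minima than 10×_IF.

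The paper states that mitochondrial counts are slightly higher in its samples than in the 10× samples. Of the 4 sections, 2 (18.1% and 16.2%) lay above both published medians, section 1 (15.3%) was equal to the higher of them at 2 decimals, and section 3 (14.7%) lay below it. All 4 sections lay above the lower published median, and their mean (16.1%) lay above both. The sources used here do not tell whether the equal value of section 1 and the reference is a coincidence.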

Other observations

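No hypothesis is offered in this part, and only the values of Supplementary Table S1 and the clusters found in all sections were chosen for a comparison after the results were seen.

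Of the 14 genes that encode stain targets, edgeR called 1 between PCI and sham. Gfap had a CPM of 42.8 in the sham section and 97.6 ± 11.3 (SD, n = 3) in the PCI sections, a log2 fold change of 1.19 (standard error 0.14, edgeR adjusted p = 6.91e-06), higher in 3 of 3 PCI sections. Homer1 had a log2 fold change of -0.46 (edgeR adjusted p = 0.113), lower in 3 of 3 PCI sections. It passed the threshold without a filter on low counts (-0.47, adjusted p = 0.00968), under equal cluster weights (-0.49, adjusted p = 0.027) and without PCI replicate 4 (-0.62, adjusted p = 0.00237). Hopx passed it without PCI replicate 4 (-0.49, adjusted p = 0.0495) and Mrc1 without PCI replicate 3 (0.99, adjusted p = 0.0458).

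Of the other gene lists, the endothelium list had a median log2 fold change of 1.01 between PCI and sham and the pial surface list of 0.57, at percentiles 100 and 99.99 of random lists. These percentiles do not measure the variation between sections. Ptgds, in the pial surface list, had a CPM of 711 in the sham section and 2539 ± 180.3 (SD, n = 3) in the PCI sections. The choroid plexus list had a median of -0.94, the immediate early list of -0.44 and the midbrain and thalamus list of -0.35, at percentiles 0, 0 and 0.12. Without PCI replicate 3 the immediate early median was -0.16, at percentile 2.46 and at the edge of the random range. The midbrain and thalamus list lay inside the random range without PCI replicate 2 (-0.18, percentile 7.62) and without PCI replicate 4 (-0.25, percentile 3.64). In the spots of clusters found in all sections, the choroid plexus list (-0.23, percentile 3.12) and the midbrain and thalamus list (-0.12, percentile 16.03) lay inside the random range. The microglia list lay above it without PCI replicate 3 (0.19, percentile 97.59), and the white matter list lay below it without PCI replicate 2 (-0.20, percentile 1.14) and under equal cluster weights (-0.22, percentile 1.2). The medians of white matter (-0.11), hippocampus (0.12), cortex (-0.00), microglia (0.14) and astrocytes (0.07) lay inside the range of random lists, and in the microglia list C1qa rose (1.34) while P2ry12 fell (-1.39). Its summed CPM was 257 in the sham section and 334 ± 15.2 (SD, n = 3) in the PCI sections. Within the clusters found in all sections, the summed CPM of microglia was higher in PCI in 24 of 24 comparisons. For hippocampus it was higher in 20 of 24, for astrocytes in 12, for white matter in 5 and for cortex in 4. For choroid plexus, where the sum is mostly Ttr, it was higher in 2 of 24, and for midbrain and thalamus in 5. The red blood cell list had a median of -3.96, at percentile 0 of random lists. Of its genes, 4 were tested, with a log2 fold change of -3.57 for Hbb-bs (edgeR adjusted p = 0.366). Of these 4 genes edgeR called 0, and 1, Hba-a2, had an unadjusted p under 0.05. DESeq2 also called 0 of them, edgeR called 1 of 5 with no filter on low counts and 4 of 4 without PCI replicate 3.

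Values of Supplementary Table S1 (the paper's values) give the share of reads that mapped to the transcriptome as 48.6% to 54.7% in the 4 samples and 79.5% in 10×_IF, and the share of reads under tissue as 66.0% to 74.4% and 81.4%. From the paper's values, the median UMIs per 1000 reads were 82.4 to 115.4 in the 4 samples and 197 in 10×_IF, 1.71 to 2.39 times as many. This ratio is not at equal depth: the paper's mean reads per spot were 88292 to 107733 in the 4 samples and 56020 in 10×_IF, and its sequencing saturation was 66.1% to 75.9% and 67.0%. The number of reads that the table gives for Sample_3, 26312569, is 10 times lower than the product of its mean reads per spot and number of spots, 263125152.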
